# A transcriptome analysis identifies molecular effectors of unconjugated bilirubin in human neuroblastoma SH-SY5Y cells

**DOI:** 10.1186/1471-2164-10-543

**Published:** 2009-11-19

**Authors:** Raffaella Calligaris, Cristina Bellarosa, Rossana Foti, Paola Roncaglia, Pablo Giraudi, Helena Krmac, Claudio Tiribelli, Stefano Gustincich

## Abstract

**Background:**

The deposition of unconjugated bilirubin (UCB) in selected regions of the brain results in irreversible neuronal damage, or Bilirubin Encephalopathy (BE). Although UCB impairs a large number of cellular functions in other tissues, the basic mechanisms of neurotoxicity have not yet been fully clarified. While cells can accumulate UCB by passive diffusion, cell protection may involve multiple mechanisms including the extrusion of the pigment as well as pro-survival homeostatic responses that are still unknown.

**Results:**

Transcriptome changes induced by UCB exposure in SH-SY5Y neuroblastoma cell line were examined by high density oligonucleotide microarrays. Two-hundred and thirty genes were induced after 24 hours. A Gene Ontology (GO) analysis showed that at least 50 genes were directly involved in the endoplasmic reticulum (ER) stress response. Validation of selected ER stress genes is shown by quantitative RT-PCR. Analysis of *XBP1 *splicing and DDIT3/CHOP subcellular localization is presented.

**Conclusion:**

These results show for the first time that UCB exposure induces ER stress response as major intracellular homeostasis in surviving neuroblastoma cells in vitro.

## Background

The toxic effects of bilirubin, a bile pigment produced during the catabolism of heme-containing compounds [1], have been documented in various biological systems. Nearly all newborn infants develop increased levels of unconjugated bilirubin (UCB) in the blood stream, clinically evident as neonatal jaundice [2]. Although this is a benign and transient phenomenon, abnormal accumulation of bilirubin may cause bilirubin encephalopathy ranging from minimal neurological injury to severe and permanent condition leading to neurodevelopmental dysfunctions [3]. Furthermore, infants affected by the genetic pathology of Crigler-Najjar I present high UCB plasma levels and are particularly exposed to bilirubin encephalopathy (BE) [4].

The basic mechanisms of hyperbilirubinemia neurotoxicity have not been fully clarified, although it has been shown that UCB may impair a large number of cellular functions, including energy metabolism [5], cell proliferation [6], DNA and protein synthesis [7], receptor functionality [8], and neurotransmitter uptake and release [9]. Furthermore, in the brain UCB seems more injurious to neurons than to glial cells, with effects that depend on the cellular subtype [10].

The endoplasmic reticulum (ER) plays a crucial role in the synthesis and folding of newly secretory and membrane proteins [11]. Any perturbation that compromises protein folding and functionality of the ER is referred to as ER stress. The ER stress response can promote cellular repair and survival by reducing the load of unfolded proteins through global attenuation of protein synthesis and by upregulating chaperones [12]. This response is collectively termed as the unfolded protein response (UPR) and is mediated by three ER transmembrane receptors: pancreatic ER kinase PERK (also known as eukaryotic translation initiation factor 2α (eIF2α) kinase 3 (EIF2AK3)), inositol-requiring enzyme 1 (IRE1) and activating transcription factor 6 (ATF6).

In resting cells, all of these ER stress receptors are maintained in an active state through their association with the ER chaperone GRP78 (also called BiP). An accumulation of unfolded proteins causes dissociation of GRP78 from PERK, IRE1 and ATF6, thereby initiating the UPR. Thus UPR is a pro-survival response to reduce the accumulation of unfolded proteins and restore normal function [13]. However, when misfolded-protein aggregation persists and ER stress cannot be resolved, signalling switches from a pro-survival to a pro-apoptotic pathway.

Recently, the ER has attracted attention as a key subcellular compartment in which the effects of several cellular stresses may contribute to pathological processes culminating in neuronal injury and degeneration. A central role of ER dysfunction is evident in various pathologies of the brain, including acute injuries (transient ischemia, trauma) and neurodegenerative disorders (Alzheimer's, Parkinson's and Huntington's diseases) [14].

The present study was designed to analyze the consequences of bilirubin exposure to better understand the molecular processes underlying neuronal damage and homeostasis. We used high density oligonucleotide microarrays to analyze the gene expression profile of human neuroblastoma SH-SY5Y cells upon UCB treatment. Gene expression data and experimental validation point to ER stress as the major intracellular homeostatic response in surviving cells.

## Results

### Characterization of the cell viability of UCB treated SH-SY5Y cells

The human neuroblastoma SH-SY5Y cell line is a well-established *in vitro *cellular model to study the biological consequences of neuroactive molecules, drugs and toxins. To assess UCB effects, we have taken advantage of previous studies where the outcome of clinically relevant UCB concentrations was tested and the cytotoxic effects revealed [15,16]. The sensitivity of SH-SY5Y cells to UCB treatment was thus evaluated by measuring cell viability after exposing cells to a concentration of free bilirubin of 140 nM (Bf 140 nM) for 1, 4 and 24 h. As shown in Figure 1, cell viability was reduced to 60% already after 1 h of UCB treatment and the extent of reduction in cell viability never exceeded the 40% of the cell population, even with longer treatments.

**Figure 1:**
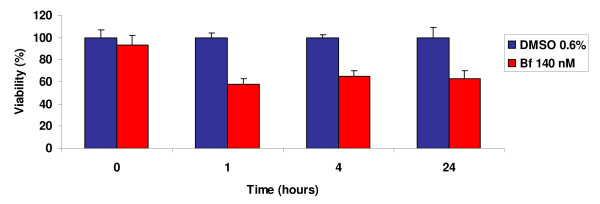
**Cell viability in SH-SY5Y cells treated with UCB**. SHSY5Y were exposed to UCB treatment at Bf 140 nM during a time course of 1, 4 and 24 hours and cell viability was evaluated by MTT assay. Cell viability of UCB-treated samples was expressed as a percentage of the respective samples treated with DMSO 0.6%. Data are expressed as the mean ± SD of 3 independent experiments performed in triplicate.

### Gene expression analysis by oligonucleotide arrays in UCB treated SH-SY5Y cells

To examine the molecular events associated with the homeostatic response to UCB treatment, high density oligonucleotide microarrays (Affymetrix GeneChip Human U133A 2.0) were used to interrogate the expression of over 14,500 transcripts. RNA was isolated from SH-SY5Y neuroblastoma cells treated with Bf 140 nM for 1, 4 and 24 h. Experiments were performed in three biological replicates with control samples monitoring the effects of DMSO used as Bf solvent.

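The arrays analysed here are the 6 of the 1 h time point, 3 from SH-SY5Y cells treated with Bf 140 nM and 3 from cells given DMSO 0.6% alone. SH-SY5Y is a human neuroblastoma line of neuronal character, and Bf is the part of unconjugated bilirubin that is not bound to albumin. Arrays of the later time points were not analysed here. The replicates were biological, and both groups carry the replicate numbers 1 to 3. Of the probe sets on each array, 62 are controls of the platform, and the other 22215 were tested. The authors took cell intensities and detection calls from GCOS and applied variance-stabilizing normalization (VSN) in R 2.5.0. The deposited values are on a generalized log2 scale and had array medians between 7.73 and 7.97. The base was taken from the method and the span of the values. The step up to the brightest added hybridization control was smaller than this base gives on each array, but other steps were larger on some arrays. On this scale a difference of 1 is 2-fold at bright probe sets and understates the fold near background. The paper's filter on Present calls could not be repeated on the values used here, and no filter was set in its place. Of the tested probe sets, 19064 carried 1 gene symbol, 1043 carried several and 2108 none, and no gene was named from a probe set with several. The groups were compared with limma at a Benjamini-Hochberg adjusted p under 0.10, the FDR level of the study. With 3 arrays per group, the median 95% confidence interval reached 0.31 log2 on either side of a difference. It reached 0.19 log2 when the replicate number was taken as a block.

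Arrays with the same replicate number deviated together from their group means, with correlations across probe sets of 0.72, 0.78 and 0.88 for replicates 1, 2 and 3. The replicate 3 arrays stood apart and enter both group means, which can raise the correlations of replicates 1 and 2. Each array's own values correlated highest with the other array of its number. Both replicate 3 arrays correlated at 0.961 to 0.977 with the other 4 arrays, against 0.993 or more among those 4, and at 0.995 with each other. Their actin control was brighter at its 3′ end than at its 5′ end by 1.49 log2 in Bf 140 nM and 1.90 log2 in DMSO 0.6%, where the other arrays had 0.10 to 0.50. Replicate 3 holds 1 array of each treatment, so this difference lies across both groups.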

Analysis of the microarray hybridization data, as reported in Methods, produced a list of 258 probe sets with a false discovery rate (FDR) of 10%. This list corresponded to 230 genes upregulated after 24 h of UCB treatment ("late response"). No down-regulated genes were detected. The fold change of transcript levels ranged from 1.2 to 6.9, the majority of which being toward the lower end. A list of all differentially expressed genes is provided in the Additional file 1. 

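After 1 h at Bf 140 nM, 0 of the 22215 probe sets were higher and 0 were lower than in DMSO 0.6% at an adjusted p under 0.10 from limma. The median size of a difference was 0.05 log2, and 1 probe set exceeded 1.5-fold. This was a probe set of EIF4B, a translation initiation factor, named after its values were seen, with a difference of 0.64 log2 (95% confidence interval -1.01 to 2.30) that was positive in 2 of 3 replicate pairs. The other EIF4B probe sets differed by -0.02 and -0.01 log2.

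The smallest p among positive differences belonged to MPO, the myeloperoxidase of neutrophils, which was at 6.75 ± 0.09 (SD, n = 3) in Bf 140 nM and 6.44 ± 0.04 (SD, n = 3) in DMSO 0.6%. This is a difference of 0.31 log2 (95% confidence interval 0.10 to 0.53), positive in 3 of 3 pairs, with an adjusted p = 1.00 from limma. TMEM144, ALDH3B2 (an aldehyde dehydrogenase), PML, IRF4 (a transcription factor of lymphocytes), CYP3A5 (a cytochrome P450 of drug metabolism), MOBP, PCBP2, MYOT and SCNN1D came next, and these 10 differences lay between 0.21 and 0.33 log2. Among negative differences CDK14, a cyclin-dependent kinase, came first with -0.21 log2, followed by ZNF407, CYP11B1, ENO1, GNAL, S100A14, RGS12, ACSBG1, PRR5L and FGA, between -0.29 and -0.17 log2. The value of ENO1, a glycolytic enzyme, was -0.29, but its other probe sets differed by 0.01 and 0.07. None of these 20 probe sets passed the threshold, and 19 of them lay below the median level of all probe sets. Of the 15 with a further probe set for the gene, 7 had one of the opposite sign. In each of the 20 the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Over all probe sets this held for 588, or 2.65%, where chance gives 10% with independent arrays.

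At an unadjusted p under 0.05, limma gave 21 higher and 1 lower probe set, where 1111 would be expected by chance with independent arrays. With the replicate number as a block, 209 were higher and 61 lower at that level and 0 passed the adjusted threshold. SAM, the test the study used, called 0 probe sets at an FDR of 10% and of 20%, unpaired or paired by replicate number. In simulated arrays with the measured spread and no replicate effect, 200 probe sets were changed by known folds. There limma without the block recovered 0 at 1.5-fold, 136 at 2-fold and 182 at 4-fold, and with the block 0, 0 and 166. In simulated arrays with replicate effects it recovered 0, 104 and 181 without the block, and 75, 179 and 200 with it. Folds were also added to the measured arrays, a simulation chosen after seeing the data. There it recovered 0, 123 and 183 without the block, and 197, 200 and 200 with it.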

No significant changes of gene expression were observed after 1 and 4 h of UCB treatment ("early response"). We obtained a list of 58 probe sets when a FDR of 0% was applied and a list of 196 probe sets with a FDR of 5%. Furthermore, 400 probe sets were induced with a FDR of 20% with no down-regulated genes (*data not shown*).

Differentially expressed genes were then examined for their Gene Ontology (GO) annotations concerning their cellular localization. As shown in Table 1 and as detailed in the Additional file 2, the analysis revealed that these genes were mainly distributed in the endoplasmic reticulum (ER), the Golgi apparatus (Golgi) and in the nucleus. To obtain insights into the pathways in which they were mainly involved, genes were sorted into distinct functional subgroups. UCB treatment induced genes belonging to functional categories related to the UPR in the protein secretory pathway (Table 2) as well as to regulation of transcription and DNA-dependent processes (Table 3). A set of up-regulated genes included plasma membrane transporters of the family of the solute carrier transporters (SLCs) and other genes involved in amino acid metabolism (Table 4). In the remaining part of the manuscript the attention will be focused on the UPR and ER stress responses, since the majority of up-regulated genes are well known members of these homeostatic pathways.

**Table 1:** Identification of the cellular localization of differentially expressed genes in response to 24 h of UCB treatment at Bf 140 nM in SH-SY5Y cells.

Localization	Number of genes	%
Endoplasmic reticulum	47	25.54

Golgi apparatus	25	13.59

Nucleus	41	22.28

The table shows the number and percentage (%) of the 217 total genes that were recognized as valid gene names in the gene_association.goa_human_hgnc file according to GO slim terms from the cellular ontology in regard to Endoplasmic reticulum, Golgi apparatus and nucleus localization. All details are reported in Table S2 in the Additional file 2.

**Table 2:** Differentially expressed genes involved in ER stress signalling and UPR in response to UCB treatment in SH-SY5Y cells.

Probe_Id	Gene_Name	Gene_Symbol	FC	Location
				

	**Stress sensing and signalling**			

218696_at	eukaryotic translation initiation factor 2-alpha kinase 3	*EIF2AK3*	2.2	ER membrane

				

	**Folding (Chaperones and oxidoreductase)**			

200068_s_at	Calnexin	*CANX*	1.5	ER membrane; cell surface

202843_at	DnaJ (Hsp40) homolog, subfamily B, member 9	*DNAJB9*	4.4	ER lumen

202842_s_at	DnaJ (Hsp40) homolog, subfamily B, member 9	*DNAJB9*	4.0	ER lumen

221782_at	DnaJ (Hsp40) homolog, subfamily C, member 10	*DNAJC10*	1.8	ER lumen

220012_at	ERO1-like beta (S. cerevisiae)	*ERO1LB*	2.1	ER; ER membrane

210627_s_at	glucosidase I	*GCS1*	1.5	ER lumen

200599_s_at	heat shock protein 90 kDa beta (Grp94), member 1	*HSP90B1*	1.5	ER lumen; cell surface

211936_at	heat shock 70 kDa protein 5 (glucose-regulated protein, 78 kDa)	*HSPA5*	2.3	ER lumen; cell surface

200825_s_at	hypoxia up-regulated 1	*HYOU1*	2.2	ER; ER lumen

203857_s_at	protein disulfide isomerase family A, member 5	*PDIA5*	1.7	ER; ER lumen

208639_x_at	protein disulfide isomerase family A, member 6	*PDIA6*	1.5	ER; ER lumen

207668_x_at	protein disulfide isomerase family A, member 6	*PDIA6*	1.4	ER; ER lumen

217716_s_at	Sec61 alpha 1 subunit (S. cerevisiae)	*SEC61A1*	1.6	ER membrane

219499_at	Sec61 alpha 2 subunit (S. cerevisiae)	*SEC61A2*	1.4	ER membrane

201916_s_at	SEC63 homolog (S. cerevisiae)	*SEC63*	1.5	ER membrane

				

	**Vesicle-mediated transport**			

202710_at	BET1 homolog (S. cerevisiae)	*BET1*	1.6	ER; Golgi;membrane

204017_at	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3/ERD2L3	*KDELR3*	1.6	ER; ER membrane

207264_at	KDEL (Lys-Asp-Glu-Leu) endoplasmic reticulum protein retention receptor 3	*KDELR3*	1.3	ER; ER membrane

212245_at	multiple coagulation factor deficiency 2	*MCFD2*	1.5	ER-Golgi intermediate compartment; Golgi; ER

215548_s_at	sec1 family domain containing 1	*SCFD1*	1.5	Golgi; ER; ER membrane; nucleus

201583_s_at	Sec23 homolog B (S. cerevisiae)	*SEC23B*	1.8	COPII vesicle coat; ER; Golgi

210293_s_at	Sec23 homolog B (S. cerevisiae)	*SEC23B*	1.6	COPII vesicle coat; ER; Golgi

202375_at	SEC24 related gene family, member D (S. cerevisiae)	*SEC24D*	2.1	COPII vesicle coat; ER; Golgi

215209_at	SEC24 related gene family, member D (S. cerevisiae)	*SEC24D*	1.6	COPII vesicle coat; ER; Golgi

200945_s_at	SEC31 homolog A (S. cerevisiae)	*SEC31A*	1.6	COPII vesicle coat; ER

200970_s_at	stress-associated endoplasmic reticulum protein 1	*SERP1*	1.9	ER; membrane

200971_s_at	stress-associated endoplasmic reticulum protein 1	*SERP1*	1.7	ER; membrane

200891_s_at	signal sequence receptor, alpha (translocon-associated protein alpha)	*SSR1*	1.6	ER; membrane

200087_s_at	transmembrane emp24 domain trafficking protein 2	*TMED2*	1.4	Golgi; ER-Golgi intermediate compartment

208757_at	transmembrane emp24 protein transport domain containing 9	*TMED9*	1.6	ER; ER membrane

212352_s_at	transmembrane emp24-like trafficking protein 10 (yeast)	*TMED10*	1.4	Golgi; ER-Golgi intermediate compartment

201398_s_at	translocation associated membrane protein 1	*TRAM1*	1.8	ER; membrane

				

	**Degradation**			

218333_at	Der1-like domain family, member 2	*DERL2*	1.6	ER membrane

203279_at	ER degradation enhancer, mannosidase alpha-like 1	*EDEM1*	2.1	ER lumen membrane

217168_s_at	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	*HERPUD1*	4.1	ER membrane

202061_s_at	sel-1 suppressor of lin-12-like (C. elegans)	*SEL1L*	2.1	ER membrane

Genes are sub-categorized according to their GO Biological Process annotation. Fold changes (FC) are fold differences for cells treated with Bf 140 nM versus cells grown in DMSO 0.6% (controls) for 24 h. Affymetrix Probe Set-IDs, gene names and symbol, fold change (FC), and cellular location are indicated.

**Table 3:** Differential expression of genes mapping to "regulation of transcription, DNA-dependent" (GO Biological Process) in response to UCB treatment in SH-SY5Y cells.

Probe_Id	Gene_Name	Gene_Symbol	FC	Location
202672_s_at	activating transcription factor 3	*ATF3*	4.9	nucleus; nucleolus

200779_at	activating transcription factor 4 (tax-responsive enhancer element B67)	*ATF4*	1.7	nucleus; cytoplasm; plasma membrane

204998_s_at	activating transcription factor 5	*ATF5*	1.6	nucleus; cytoplasm

204999_s_at	activating transcription factor 5	*ATF5*	1.5	nucleus; cytoplasm

212501_at	CCAAT/enhancer binding protein (C/EBP), beta	*CEBPB*	4.9	nucleus; cytoplasm

204203_at	CCAAT/enhancer binding protein (C/EBP), gamma	*CEBPG*	2.4	Nucleus

212345_s_at	cAMP responsive element binding protein 3-like 2	*CREB3L2*	1.7	ER; ER membrane; integral to membrane; nucleus

207630_s_at	cAMP responsive element modulator	*CREM*	3.1	Golgi apparatus; cytoplasm; nucleus; transcription factor complex

209967_s_at	cAMP responsive element modulator	*CREM*	2.9	Golgi apparatus; cytoplasm; nucleus; transcription factor complex

214508_x_at	cAMP responsive element modulator	*CREM*	2.7	Golgi apparatus; cytoplasm; nucleus; transcription factor complex

209674_at	cryptochrome 1 (photolyase-like)	*CRY1*	1.4	Cytoplasm; mitochondrion; nucleus

209383_at	DNA-damage-inducible transcript 3	*DDIT3*	6.7	Nucleus

219551_at	ELL associated factor 2	*EAF2*	1.4	nucleus; nuclear speck

208436_s_at	interferon regulatory factor 7	*IRF7*	1.7	Cytoplasm; nucleus

201466_s_at	jun oncogene	*JUN*	3.5	cytosol; nuclear chromosome; nucleus; TF complex

201464_x_at	jun oncogene	*JUN*	2.8	cytosol; nuclear chromosome; nucleus; TF complex

203752_s_at	jun D proto-oncogene	*JUND*	1.6	Chromatin; nucleus

208961_s_at	Kruppel-like factor 6	*KLF6*	1.8	cellular component; cytoplasm; intracellular; nucleus

204970_s_at	v-maf musculoaponeurotic fibrosarcoma oncogene homolog G (avian)	*MAFG*	1.5	Nucleus

213696_s_at	mediator of RNA polymerase II transcription, subunit 8 homolog (S. cerevisiae)	*MED8*	1.6	mediator complex; nucleus

212803_at	NGFI-A binding protein 2 (EGR1 binding protein 2)	*NAB2*	1.5	Nucleus

203574_at	nuclear factor, interleukin 3 regulated	*NFIL3*	2.4	Nucleus

221803_s_at	nuclear receptor binding factor 2	*NRBF2*	1.3	Cytoplasm; nucleus

202861_at	period homolog 1 (Drosophila)	*PER1*	1.7	Cytoplasm; nucleus

36829_at	period homolog 1 (Drosophila)	*PER1*	1.6	Cytoplasm; nucleus

217861_s_at	prolactin regulatory element binding	*PREB*	1.9	ER; membrane; nucleus

202148_s_at	pyrroline-5-carboxylate reductase 1	*PYCR1*	1.5	mitochondrion

215670_s_at	SCAN domain containing 2	*SCAND2*	1.4	Nucleus

201471_s_at	sequestosome 1	*SQSTM1*	2.4	cytoplasm; cytosol; late endosome; nucleus

208991_at	signal transducer and activator of transcription 3 (acute-phase response factor)	*STAT3*	1.4	Cytoplasm; nucleus

213024_at	TATA element modulatory factor 1	*TMF1*	1.8	Golgi apparatus

218145_at	tribbles homolog 3 (Drosophila)	*TRIB3*	6.7	Nucleus

208763_s_at	TSC22 domain family, member 3	*TSC22D3*	1.6	Nucleus

218012_at	TSPY-like 2	*TSPYL2*	1.9	Cytoplasm; nucleolus; nucleus

200670_at	X-box binding protein 1	*XBP1*	2.6	Nucleus

207219_at	zinc finger protein 643	*ZNF643*	1.4	intracellular; membrane; nucleus

Fold changes (FC) are fold differences for cells treated with Bf 140 nM versus cells grown in DMSO 0.6% (controls) for 24 h. Affymetrix Probe Set-IDs, gene names and symbol, fold change (FC), and cellular location are indicated.

**Table 4:** Differential expression of genes involved in protein synthesis/translation, amino acid metabolism/transport and autophagy in response to UCB treatment in SH-SY5Y cells.

Probe_Id	Gene_Name	Gene_Symbol	FC	Location	Function
	**Protein synthesis/translation**				

201000_at	alanyl-tRNA synthetase	*AARS*	1.7	cytoplasm	tRNA aminoacylation

202402_s_at	cysteinyl-tRNA synthetase	*CARS*	1.8	cytoplasm	tRNA aminoacylation

202021_x_at	eukaryotic translation initiation factor 1	*EIF1*	1.4	cytoplasm	translation initiation factory activity

208290_s_at	eukaryotic translation initiation factor 5	*EIF5*	1.6	cytoplasm	translation initiation factory activity

208708_x_at	eukaryotic translation initiation factor 5	*EIF5*	1.5	cytoplasm	translation initiation factory activity

208693_s_at	glycyl-tRNA synthetase	*GARS*	1.8	cytoplasm	tRNA aminoacylation

213671_s_at	methionyl-tRNA synthetase	*MARS*	1.5	cytoplasm	tRNA aminoacylation

201475_x_at	methionyl-tRNA synthetase	*MARS*	1.5	cytoplasm	tRNA aminoacylation

213672_at	methionyl-tRNA synthetase	*MARS*	1.4	cytoplasm	tRNA aminoacylation

200802_at	seryl-tRNA synthetase	*SARS*	2.2	cytoplasm	tRNA aminoacylation

200629_at	tryptophanyl-tRNA synthetase	*WARS*	2.9	cytoplasm	tRNA aminoacylation

200628_s_at	tryptophanyl-tRNA synthetase	*WARS*	2.5	cytoplasm	tRNA aminoacylation

					

	**mTOR pathway and autophagy**				

217967_s_at	family with sequence similarity 129, member A	*FAM129A*	6.9	cytoplasm	not defined

217966_s_at	family with sequence similarity 129, member A	*FAM129A*	4.0	cytoplasm	not defined

202887_s_at	DNA-damage-inducible transcript 4	*DDIT4*	4.4	cytoplasm	not defined

208869_s_at	GABA(A) receptor-associated protein like 1	*GABARAPL1*	1.9	Golgi; ER; cytoplasm	protein binding

211458_s_at	GABA(A) receptors associated protein like 3	*GABARAPL3*	2.3	microtubule	protein binding

203827_at	WD repeat domain, phosphoinositide interacting 1	*WIPI1*	2.8	Golgi; autophagic vacuole membrane; cytoplasm	receptor binding

213836_s_at	WD repeat domain, phosphoinositide interacting 1	*WIPI1*	2.7	Golgi; autophagic vacuole membrane; cytoplasm	receptor binding

					

	**Amino acid metabolism/transport**				

217678_at	solute carrier family 7, (cationic amino acid transporter, y+ system) member 11	*SLC7A11*	6.8	membrane	amino acid transport

209921_at	solute carrier family 7, (cationic amino acid transporter, y+ system) member 11	*SLC7A11*	6.6	membrane	amino acid transport

201195_s_at	solute carrier family 7 (cationic amino acid transporter, y+ system), member 5	*SLC7A5*	3.2	membrane	amino acid transport

200924_s_at	solute carrier family 3 (activators of dibasic and neutral amino acid transport), member 2	*SLC3A2*	3.8	membrane	amino acid transport

209610_s_at	solute carrier family 1 (glutamate/neutral amino acid transporter), member 4	*SLC1A4*	2.3	membrane	amino acid transport

212810_s_at	solute carrier family 1 (glutamate/neutral amino acid transporter), member 4	*SLC1A4*	2.1	membrane	amino acid transport

212811_x_at	solute carrier family 1 (glutamate/neutral amino acid transporter), member 4	*SLC1A4*	2.1	membrane	amino acid transport

212110_at	solute carrier family 39 (zinc transporter), member 14	*SLC39A14*	1.6	membrane	zinc ion transport

203165_s_at	solute carrier family 33 (acetyl-CoA transporter), member 1	*SLC33A1*	2.2	ER; membrane	acetyl-CoA transporter activity

203164_at	solute carrier family 33 (acetyl-CoA transporter), member 1	*SLC33A1*	1.9	ER; membrane	acetyl-CoA transporter activity

202433_at	solute carrier family 35, member B1	*SLC35B1*	1.6	ER; membrane	carbohydrate transport

221024_s_at	solute carrier family 2 (facilitated glucose transporter), member 10	*SLC2A10*	1.6	membrane	glucose transport

Genes are sub-categorized according to their GO Biological Process annotation. Fold changes (FC) are fold differences for cells treated with Bf 140 nM versus cells grown in DMSO 0.6% (controls) for 24 h. Affymetrix Probe Set-IDs, gene names and symbol, fold change (FC), cellular location are indicated.

### UCB treatment induced expression of ER stress genes in the UPR of the secretory pathway

UPR serves many aspects of the secretory pathway and is predominantly involved in the response to stress conditions when proteins are misfolded. GO categories of UPR components induced by UCB are shown in Table 2. These include stress sensing and signalling, protein folding, translocation, vesicular transport and ER-associated degradation. Genes known or predicted by sequence homology to play a physiological role in secretion or in the biogenesis of organelles were also increased.

The largest group of up-regulated genes was represented by ER-resident molecular chaperone and oxido-reductase proteins. Among the molecular chaperones, we found established UPR target genes such as *HSPA5 *(heat shock 70 kDa protein 5) (upregulated 2.3 times), known also as GRP78 (glucose-regulated protein, 78 kDa) or BiP [17], *HSP90B *(heat shock protein 90 kDa beta (Grp94) (1.5), member 1), *DNAJB9 *(4.4) and *DNAJC10 *(1.8)[18]. Additional genes included *PDIA5 *(1.7), *PDIA6 *(1.5) and *ERO1LB *(2.1) that are involved in oxidative protein folding [19].

A second major group was composed by genes involved in co-translational translocation of proteins across the ER membrane, to the Golgi and in the anterograde/retrograde transport back into the cytosol. The group included the signal sequence receptor *SSR1 *(1.6), the translocating chain-associating membrane protein *TRAM1 *(1.8), members of the SEC61 complex, such as *SEC61A1 *(1.6), *SEC61A2 *(1.4) and *SEC63 *(1.5), and *SERP1 *(Stress-associated Endoplasmic Reticulum Protein 1) (1.9), also known as RAMP4 (Ribosome-Associated Membrane Protein 4), that is a Sec61-associated polypeptide specifically induced by ER stress [20]. Up-regulated genes were also represented by the coated vesicle membrane proteins, such as *SEC23B *(1.8), *SEC24D *(2.1), *SEC31A *(1.6) and *SCFD1 *(1.5), as well as by the transmembrane trafficking proteins *TMED2 *(1.4), *TMED9 *(1.6) and *TMED10 *(1.4).

The ER-associated degradation (ERAD) system eliminates misfolded proteins by their retrotranslocation across the ER membrane into the cytosol, where ubiquitin-conjugating enzymes target them for proteosomal degradation. ERAD requires a number of dedicated ER-resident factors. Indeed, *HERPUD1 *or HERP (Homocysteine-induced ER Protein) (4.1) [21] was significantly induced as well as *EDEM1 *(ER Degradation Enhancer Mannosidase alpha-like 1) (2.1) [22], *SEL1L *(2.1), a transmembrane cofactor of the E3 ubiquitin ligase HRD1 [23], and *DERL2 *(Derlin membrane-like domain family member 2) (1.6) whose product associates with EDEM1 and is a specific target of the IRE1 branch of the UPR response [24].

### UCB treatment induced expression of proteins relevant in the regulation of transcription during ER stress response

As shown in Table 3, several differentially expressed genes were classified into the GO category of "regulation of transcription, DNA-dependent". Up-regulated transcription factors included two established UPR target genes: *DDIT3 *(6.7), also known as CHOP or C/EBP homologous protein, and *XBP1*, X box-binding protein 1 (2.6). CHOP is a 29-kDa leucine zipper transcription factor that is ubiquitously expressed at a low level and robustly up-regulated in response to various stress conditions [25]. CHOP is proapoptotic and a key mediator of ER stress-induced cell death [26,27]. *XBP1 *gene, after a nonconventional splicing event [28], codes for a transcription activator that regulates a subset of ER-resident chaperones that are essential for protein folding, maturation and degradation in the ER [29]. Additional stress-responsive transcriptional regulators induced by UCB included *ATF3 *(4.9), *ATF4 *(1.7), *ATF5 *(1.6), *CEBPB *(4.9), *CEBPG *(2.4), *JUN *(3.5) and *JUND *(1.6). Interestingly, although *ATF4 *showed a moderate induction, several of its downstream targets were strongly up-regulated, e.g. *DDIT3*, *ATF3*, *CEBPB*, *CEBPG*, *CREB3L2 *(1.7) and *TRIB3 *(6.7). *TRIB3 *(also known as NIPK, SKIP3, TRB3 and SINK) is an ER stress-inducible gene that is involved in CHOP-dependent cell death as a second messenger during ER stress [30].

### UCB treatment induced expression of genes involved in protein synthesis/translation, autophagy and aminoacid transport/metabolism

The translational machinery for a new boost of protein synthesis has been suggested to be amplified during UPR-associated translational attenuation [13,31]. As shown in Table 4, we observed an up-regulation of 6 tRNA synthetase genes, such as *AARS *(1.7), *CARS *(1.8), *GARS *(1.8), *MARS *(1.5), *SARS *(2.2) and *WARS *(2.9), which are involved in tRNA processing. We also observed the induction of 2 eukaryotic translation initiation factors, that are *EIF1 *(1.4) and *EIF5 *(1.6). One of the stronger up-regulated genes was *FAM129A *(family with sequence similarity 129, member A) (6.9), also known as NIBAN, which has been recently demonstrated to be involved in the ER stress response and to positively affect the protein translation machinery by regulating the mTOR pathway [32]. Interestingly, the list of genes induced during UCB treatment also includes *DDIT4 *(DNA-Damage-Inducible Transcript 4) (4.4), also known as REDD1/RTP801/Dig2, that is another well-known regulator of the mTOR pathway [33]. The mTOR-dependent pathway is strongly connected to the autophagic machinery, and indeed autophagy-related genes such as *GABARAPL1 *(GABA(A) receptor-associated protein like 1 or ATG8) (1.9), *GABARAPL3 *(GABA(A) receptors-associated protein like 3 (pseudogene)) (2.3) and *WIPI1 *(WD repeat domain, phosphoinositide interacting 1 gene or Atg18) (2.8) were also positively differentially expressed, suggesting that surviving neuroblastoma cells may present an induction of autophagy [34,35].

UCB exposure also activated genes involved in amino acid metabolism (Table 4). Among the strongest up-regulated genes, *SLC7A11 *(6.8) and *SLC3A2 *(3.8) were identified. These two genes encode respectively for xCT, the light chain subunit, and for 4F2hC, the glycosylated heavy-chain subunit, that are components of the system xCT, anionic amino acid transport system specific for cystine and glutamate [36]. Recently, the UCB-induced SLC7A5 (3.2) has been shown to physically and functionally interact with SLC3A2, forming a bidirectional amino acid transporter and representing a key regulator of both the mTOR pathway and autophagy [37].

### Validation of selected genes by quantitative RT-PCR (qRT-PCR)

For validation, we selected genes considered of interest based on their involvement in ER stress response. Gene expression levels of *DDIT3*, *HSPA5*, *XBP1*, *HERPUD1*, *TRIB3*, *FAM129A *and *SLC7A11 *were verified by qRT-PCR. Results are reported in Figure 2. The fold differences determined by qRT-PCR were very similar to those obtained by the high density oligonucleotide microarray gene expression analysis.

**Figure 2:**
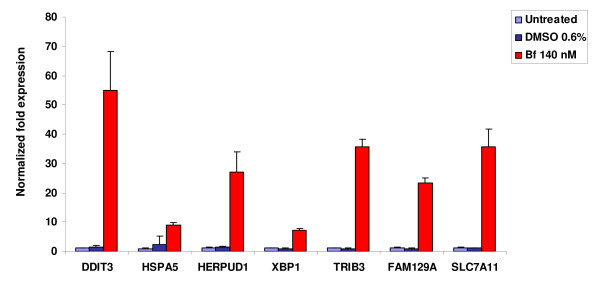
**Analysis of gene expression related to the ER stress response**. Gene expression levels of selected genes (X axis) were analyzed by qRT-PCR. Y axis represents the gene expression level normalized to housekeeping genes (*GAPDH *and *β-actin*) of SH-SY5Y cells not treated (untreated) or treated with vehicle (DMSO 0.6%) or UCB (Bf 140 nM) for 24 hours. These results represent at least three RNA samples per experimental condition run in triplicate.

### Analysis of *XBP1 *splicing and DDIT3/CHOP subcellular localization in UCB treated SH-SY5Y cells

We investigated two independent events that are known activators of the ER stress transcriptional program: unconventional splicing of *XBP1 *and cytoplasm/nuclear shuttling of DDIT3/CHOP. The splicing of *XBP1 *transcript changes its open reading frame to code for a transcription factor (spliced XBP1 or sXBP1) that activates the expression of a subset of ER stress/UPR related genes [28,29]. Here we show that UCB treatment is indeed able to trigger this unconventional splicing (Figure 3A). The nuclear localization of the transcription factor DDIT3/CHOP [25] is one of the most commonly used indicators of ER stress. As presented in Figure 3B, we observed a diffuse cytoplasmic localization in untreated and DMSO 0.6% control cells, but a major nuclear staining in cells treated with Bf 140 nM. This indicates activation of a CHOP-dependent transcriptional program. These data represent an independent proof of the induction of a vigorous ER stress.

**Figure 3:**
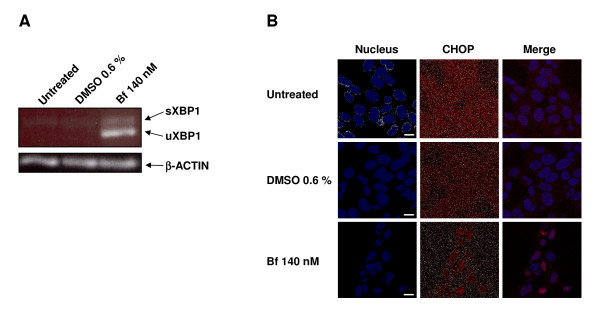
**Analysis of *XBP1 *splicing and DDIT3/CHOP subcellular localization in SH-SY5Y cells treated with UCB**. (A) mRNA levels of the spliced form of *XBP1 *(s - spliced, u - unspliced), indicator of ER stress, were examined by RT-PCR after 24 h of treatment. The amplified products were separated on a 2% agarose gel and visualized with ethidium bromide staining. Data are representative of n ≥ 2 separate experiments per condition point. (B) The expression of CHOP (shown in red) was examined with immunocytochemistry as described in Methods. Representative images are shown for SH-SY5Y cells not treated (untreated) or treated with vehicle (DMSO 0.6%) or UCB (Bf 140 nM). The nuclei (shown in blue) were visualized with DAPI staining. Bar = 10 μm.

## Discussion

Bilirubin encephalopathy is one of the consequences of severe hyperbilirubinemia and is characterized by multifocal deposition of UCB in selected regions of the brain, resulting in temporary or permanent impairment of auditory, motor or mental functions [38]. Cellular UCB level is closely related to the free concentration (Bf) of the pigment in plasma and to the mechanisms regulating the traffic of UCB among plasma, cerebral spinal fluid and cells. Although UCB is formed in virtually all cells and may enter by passive diffusion [39], intracellular concentration is determined by cellular export and metabolic transformation of the pigment. Interestingly, only certain neuronal cell types present a UCB susceptibility to undergo necrosis and apoptosis [40], whereas astrocytes are relatively spared. This has been linked to a higher content of MRP1, a transporter with high affinity to UCB [41] able to keep the intracellular UCB concentration low. Importantly, the level of MRP1 expression in human neuroblastoma SH-SY5Y cells is inversely and linearly correlated with UCB toxic effects [16].

The molecular mechanisms of intracellular UCB toxicity are still unclear [42]. UCB has been initially proved to be a pro-apoptotic agent, suppressing cell growth by inducing DNA fragmentation, mitochondrial release of cytochrome c, activation of caspase-3 and cleavage of poly(ADP)ribose polymerase [40]. More recently, oxidative stress has emerged as a potential crucial event, since its generation mirrors UCB-mediated apoptosis [43,44]. In various cellular systems, UCB causes reactive oxygen species (ROS) production, protein oxidation, lipid peroxidation and disruption of glutathione metabolism [43,45-47]. Furthermore, UCB-mediated oxidative stress is also in part responsible for inhibition of cell growth [48,49]. Inhibition of cell proliferation has been indeed observed in primary vascular smooth muscle cells *in vitro *as well as inferred by gene expression data on the repression of cell cycle-related genes in the liver of a mouse model of Crigler-Najjar type I disease [50]. To study the effects of intracellular UCB on neurons, we took advantage of the human neuroblastoma SH-SY5Y cell line. These cells have been widely used in neurobiology as the *in vitro *system of choice to dissect molecular pathways leading to neurodegeneration. Previous studies have already shown that neuroblastoma cells are a good *in vitro *model to address the consequences of clinically relevant UCB concentrations [16]. Although we are aware of the limitations in the use of a neuroblastoma cell line to recapitulate dysfunctions that occur in neonatal human brain, this experimental model allowed us to dissect in details the molecular events elicited by UCB.

Treatment with Bf 140 nM was highly toxic, triggering death in 40% of the cells within one hour. This is expected since the accepted threshold for bilirubin toxicity approximately occurs at 70 nM [5]. 63% reduction in cell viability at 4 h after bilirubin exposure were previously demonstrated in the rat neuroblastoma N-115 cell line [7]. Furthermore, Silva RF *et al*. [51] showed 85 nM Bf triggered deleterious effects on mitochondrial function.

A full understanding of molecular mechanisms of cell death will require additional investigation. UCB has been previously proved to induce apoptosis in neuroblastoma cells, although necrosis could not be excluded [52].

Furthermore, the criteria to distinguish sensitive from insensitive neuroblastoma cells remain unclear. One may speculate that subtle heterogeneity in the level of differentiation may play a role in susceptibility to insults. Alternatively, cell death induction may depend on cell cycle position.

We then focused on the 60% of surviving cells to test the hypothesis that these neurons may express a homeostatic response.

A gene expression approach was carried out to identify gene expression patterns and signalling pathways induced upon UCB treatment. 

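Immediate early genes, which encode transcription factors and regulators made within minutes of many stimuli, were compared as a list between Bf 140 nM and DMSO 0.6% at 1 h. Of the 36 measured, 0 were higher and 0 lower at an adjusted p under 0.10 from limma, and 0 when adjusted over the list alone. Their median difference was -0.03 log2, with a range from -0.40 for JUNB to 0.26 for FOS, both subunits of the AP-1 transcription factor. In replicate pairs 1, 2 and 3 JUNB differed by -0.15, -0.06 and -0.99 log2, and FOS by 0.52, -0.06 and 0.33. Without a replicate block the 95% confidence interval was -1.38 to 0.58 for JUNB and -1.18 to 1.70 for FOS. The interval of JUNB did not exclude a 2-fold fall, nor that of FOS a 2-fold change in either direction. The smallest p values belonged to KLF10 at -0.23 log2 (95% confidence interval -0.58 to 0.11), GADD45B at 0.11 (-0.08 to 0.30), KLF4 at 0.19 (-0.20 to 0.58) and KLF2 at -0.13 (-0.43 to 0.18). With the replicate number as a block the intervals excluded 0 for KLF10 (-0.44 to -0.03), JUNB (-0.71 to -0.09) and FOS (0.03 to 0.49). They did not for GADD45B, KLF4 and KLF2. With the block 0 genes passed when adjusted over the list alone. JUNB, KLF10, EGR3, ARC, SGK1 and MCL1 were the 6 genes (16.7%) with negative differences in all 3 replicate pairs, where 5.17% of all genes had them, and GADD45B and KLF4 the 2 with positive ones, where 11.1% of all genes had those. JUNB, EGR3, ARC, SGK1, MCL1 and FOS were singled out after their values were seen.

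The list mean minus the mean of all other genes was -0.06 log2, with an adjusted p = 0.072 over 28 lists from camera at a preset correlation of 0.01. The list passed with the filter at the median (adjusted p = 0.010), the filter at the lower quartile (adjusted p = 0.013) and array weights (adjusted p = 0.018). It did not pass with quantile normalization (adjusted p = 0.25), equal array medians (adjusted p = 0.14), the trend and robust setting (adjusted p = 0.12) or the mean of all probe sets of a gene (adjusted p = 0.26), nor by fry, which tests the list against no change (adjusted p = 0.99). In settings chosen after seeing the data it passed without both replicate 3 arrays (adjusted p = 0.00015, and 1.8e-06 with the replicate block) and with the 3′ bias of actin as a covariate (adjusted p = 0.0017). With the replicate number as a block the adjusted p was 0.0021, and with an estimated correlation it was 0.98 with the block and 0.996 without. The median of the list was -0.12 log2 in pair 1, -0.05 in pair 2 and 0.04 in pair 3. The list mean minus the others became 0.03 log2 without the DMSO array of replicate 1 (adjusted p = 0.92) and 0.01 without the Bf array of replicate 3 (adjusted p = 0.59). It was -0.05 without the DMSO array of replicate 2 (adjusted p = 0.33), -0.10 without the Bf array of replicate 1 (adjusted p = 0.21), -0.09 without the Bf array of replicate 2 (adjusted p = 0.019), and -0.17 without the DMSO array of replicate 3 (adjusted p = 0.00035).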

No significant changes of gene expression were observed after 1 and 4 h of UCB treatment. After 24 h, 230 genes were induced while no down-regulated genes were observed even when an FDR of 20% was applied.

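Stress and survival genes did not pass the test at 1 h of Bf 140 nM in any of the lists examined. Of 36 genes of the PERK and ATF4 branch of the unfolded protein response, 0 were higher and 0 lower, with a median of -0.00 log2. PSPH, an enzyme of serine synthesis, differed by 0.14 log2 (95% confidence interval -0.07 to 0.35), and WARS1, a tRNA synthetase, by -0.18 (-0.53 to 0.16). Of 35 genes of the XBP1 and ATF6 branch, which holds chaperones and folding enzymes of the endoplasmic reticulum, 0 passed, with a median of -0.01 log2. PDIA3, a disulfide isomerase, differed by -0.12 (-0.36 to 0.12) and SEC24D, a coat protein of vesicles leaving the endoplasmic reticulum, by -0.18 (-0.91 to 0.54).

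Of 25 genes of NRF2 and oxidative stress, 0 passed and the median was 0.02 log2, with GCLC at -0.13 and GCLM, the other subunit of the enzyme that starts glutathione synthesis, at 0.07. Of 18 genes of the cytosolic heat shock response, 0 passed and the median was 0.01, with HSPA1L at 0.10 and DNAJA1 at -0.10. Of 19 p53 targets, 0 passed and the median was -0.01, while the mean was 0.01. PLK3 differed by 0.21 (-0.01 to 0.44) and ZMAT3 by 0.22 (-0.07 to 0.52). Of 26 apoptosis regulators, 0 passed and the median was 0.02, with the caspase inhibitor XIAP at 0.21 (-0.10 to 0.52) and the proapoptotic BAX at -0.16 (-0.48 to 0.17). Of 21 NF-kB and inflammatory genes, 0 passed and the median was 0.01, with NFKBIA at 0.17 (-0.12 to 0.46). With the replicate number as a block the intervals excluded 0 for PLK3 (0.03 to 0.40), ZMAT3 (0.03 to 0.42) and XIAP (0.02 to 0.40). They did not for BAX (-0.39 to 0.08) and NFKBIA (-0.05 to 0.38). In each of these lists 0 genes passed also when adjusted over the list alone, with or without the block. By camera 0 of the 28 lists shifted at an adjusted p under 0.05, and these 7 had adjusted p values from 0.30 to 0.99. Without the DMSO array of replicate 1 the XBP1 and ATF6 list passed (adjusted p = 0.00078). In that fit XBP1 was at -0.19 log2, HSPA5 and HERPUD1 each at -0.12, and DDIT3 at 0.19. Over all 6 arrays the mean of the XBP1 and ATF6 list minus the other genes was -0.03 log2. With an estimated correlation over all 6 arrays its adjusted p was 0.996.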

The lack of an "early response" is surprising since it fails to provide a potential mechanism for cell survival within the first hour. Therefore, present data suggest that it is very unlikely that the molecular pathways induced at 24 hours play a role in the survival of cells after one hour of treatment.

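The genes that the paper reports as induced at 24 h were at the level of the DMSO 0.6% arrays within error after 1 h. The study chose the 258 probe sets of Table S1 on its 24 h arrays and not on these. Of them, 0 were higher and 0 lower at 1 h by limma, and 0 also when adjusted over the list alone. Without the replicate block 0 had an unadjusted p under 0.05. Only 22 of all 22215 probe sets did, so this count cannot set the list apart from the rest. The 258 probe sets had a median difference of -0.01 log2 and a range of -0.26 to 0.19 log2. With the block the lowest of them, picked out after its values were seen, had an unadjusted limma p of 0.028. Its 95% confidence interval was then -0.48 to -0.03. With the block 0 of the 258 passed when adjusted over the list alone. DDIT3, the proapoptotic transcription factor CHOP, was at 8.53 ± 0.12 (SD, n = 3) in Bf 140 nM and 8.39 ± 0.11 (SD, n = 3) in DMSO 0.6%. Its difference of 0.14 log2 had a 95% confidence interval of -0.12 to 0.40, and the paper's 24 h value is 2.75 log2 (6.73-fold). The difference was 0.08 without the Bf array or without the DMSO array of replicate 3, and 0.02 without both, a removal chosen after seeing the data. HSPA5 (BiP), the main chaperone of the endoplasmic reticulum, differed by 0.02 log2 with an upper bound of 0.45, against the paper's 1.20 at 24 h, and XBP1 by 0.00 with an upper bound of 0.47, against 1.36. HERPUD1, a component of protein degradation at the endoplasmic reticulum, differed by -0.01 with an upper bound of 0.36, against the paper's 2.03, and TRIB3 by -0.03 with an upper bound of 0.32, against 2.74. FAM129A differed by 0.01 on the probe set with the paper's 24 h value of 2.78, with an upper bound of 1.00. It differed by -0.02 on that with 2.00. These upper bounds are from the fit without a replicate block. With the block they were 0.21 for HSPA5, 0.23 for XBP1, 0.21 for HERPUD1, 0.16 for TRIB3 and 0.25 for the first FAM129A probe set. SLC7A11, the cystine transporter xCT, differed by 0.03 and -0.01 on the probe sets of Table S1, against the paper's 2.76 and 2.73, and by 0.01 on one that Table S1 does not list.

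**Figure D1:**
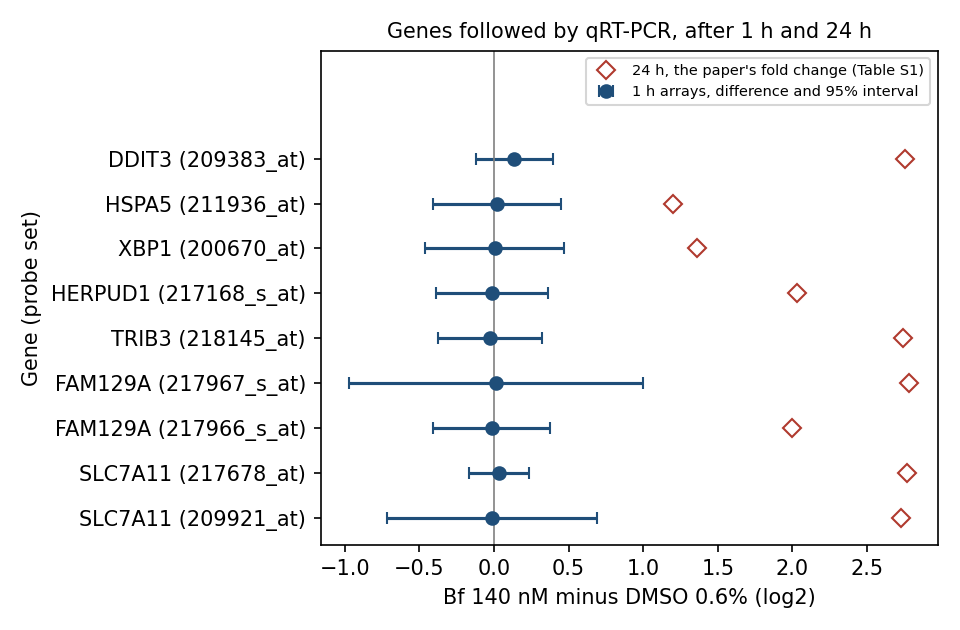
Differences between Bf 140 nM and DMSO 0.6% after 1 h, on the log2 scale on the horizontal axis, for the probe sets of the genes followed by qRT-PCR on the vertical axis. Filled circles are limma differences over 3 arrays per group with 95% confidence intervals, and open diamonds are the paper's 24 h fold changes from Table S1. The interval of DDIT3 ends at 0.40 and the paper's 24 h value is 2.75.

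The intervals were chosen as a measure after it was seen that no probe set passed. They exclude the paper's 24 h fold for 243 of the 258 probe sets, and for 78 of the 79 with a fold of 2 or more. The exception among these is NUCB2, whose interval is -1.28 to 1.14 against the paper's 1.10 and which was named after its values were seen. With the replicate number as a block, the intervals exclude it for all 258, NUCB2 included. Read as natural logs, the values give 208 without the block, 77 of them with a fold of 2 or more, and 255 with it, a reading tried after seeing the data. When the paper's 24 h folds were put on these 258 probe sets in simulated arrays with the spread of the 1 h arrays and no replicate effect, limma called 113 of them, and 1 with the block. Added to the measured arrays instead, a simulation chosen after seeing the data, the folds were called for 79 by limma, 246 with the block, 190 by unpaired SAM and 256 by paired SAM.

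The 6 sections of the paper's Tables 2 to 4 with at least 5 probe sets were also at median differences near 0, and the smaller ones were not tested as lists. These were -0.00 log2 for the 15 probe sets of folding, -0.01 for the 17 of vesicle-mediated transport, -0.00 for the 36 of Table 3, -0.02 for the 12 of protein synthesis, -0.00 for the 7 of mTOR and autophagy, and -0.04 for the 12 of amino acid metabolism and transport, with 0 probe sets passing in each, 0 also when adjusted over the list alone. In these sections CANX, a lectin chaperone, was at -0.06, KDELR3, a retrieval receptor of the endoplasmic reticulum, at 0.03 and -0.08 on its 2 probe sets, ATF5 at -0.01 and 0.12, EIF5 at -0.17 and -0.05, DDIT4 at 0.02 and SLC7A5 at -0.14 log2. By camera 0 of these sections passed over all 6 arrays, where the section means minus the other probe sets lay between -0.05 and -0.02 log2. Without the DMSO array of replicate 1, folding (adjusted p = 0.0099), vesicle-mediated transport (adjusted p = 0.0019), mTOR and autophagy (adjusted p = 0.0055) and amino acid metabolism and transport (adjusted p = 0.036) passed, and the last passed also with the filter at the median (adjusted p = 0.039) and array weights (adjusted p = 0.045). Over all arrays each section had an adjusted p of 0.996 with an estimated correlation. The mean of the 258 probe sets minus that of all other probe sets was -0.02 log2 (p = 0.019 from camera at the preset correlation). The p was 0.24 with an estimated correlation. Set against no change instead of the other probe sets, the list had a p of 0.94 from fry. The difference did not pass at 0.0032 without the Bf array of replicate 1, -0.02 without the DMSO array of replicate 2 and 0.03 without the DMSO array of replicate 3, with camera p values of 0.57, 0.16 and 0.23. It was -0.07 without the DMSO array of replicate 1, -0.04 without the Bf array of replicate 3 and -0.03 without the Bf array of replicate 2. The camera p values of these were 2.3e-07, 0.021 and 0.022. The difference did not pass under quantile normalization, the filter at the median and array weights, with camera p values of 0.25, 0.074 and 0.082. It passed with the replicate block, equal array medians, the filter at the lower quartile and the trend and robust setting. The camera p values there were 0.022, 0.041, 0.021 and 0.020. Across the 258 probe sets, which are not independent replicates, the 1 h differences and the paper's 24 h folds had a Pearson r of -0.02 (permutation p = 0.71) and a Spearman rho of -0.05 (permutation p = 0.46), and both adjusted p values were 0.71. From the lack of changes at 1 h and 4 h, the paper proposes it as very unlikely that the pathways induced at 24 h take part in survival over the first hour.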

GO analysis of the "late response" genes proved for the first time that UCB treatment induces an ER stress response in neuroblastoma cells *in vitro*. Evidences for ER stress involvement are overwhelming. Among others, genes induced by UCB treatment include several molecular chaperones like BiP, a well-known marker of ER overload, as well as molecular components of the ERAD system, that has been recently positioned in a central stage among the molecular mechanisms of neurodegeneration [53,54]. Furthermore, two well-known events in ER stress, such as *XBP1 *unconventional splicing and *DDIT3*/CHOP nuclear relocation, were proved to be triggered by UCB treatment, therefore providing additional experimental evidences.

UCB also altered several components of the translational machinery including tRNA synthesis genes and translation initiation factors. The translation machinery is considered one of the major targets of the ER stress response to regulate protein synthesis and decrease protein overload. Since no data are available in literature about the relationship between UCB intracellular concentration and translation rate, there is a compelling need for an accurate proteomic analysis of UCB effects in SH-SY5Y neuroblastoma cells. A complementary cellular strategy in ER stress conditions includes an increase in protein degradation. In this context some UCB-induced genes suggested a role for autophagy. It is of notice that autophagy has been recently associated with neurodegenerative diseases as well as with inhibition of cell growth and entering into a quiescent state [55,56]. This may correlate to previous reports showing a severe inhibition of cell proliferation mediated by UCB [49]. Further experimental validation is needed to prove an increase of autophagy.

Finally, the induction of both subunits of the transport system X(C)(-) was also observed: SLC3A2 (4F2hc) and SLC7A11 (xCT) are able to heterodimerize to mediate cystine-glutamate exchange and regulate intracellular glutathione levels. Since the maintenance of a high glutathione concentration may be protective [57], we speculate that induction of the X(C)(-) transport system may represent a major pro-survival response, as has been recently shown in neurons [58]. Interestingly, we could not observe any significant differential gene expression of *MRP1 *at any point of the time course suggesting that this transporter plays a negligible role in UCB-induced adaptation in this *in vitro *model.

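ABCC1, which encodes the MRP1 export transporter, did not pass the test at 1 h on either of its probe sets. The brighter one was at 10.18 ± 0.10 (SD, n = 3) in Bf 140 nM and 10.19 ± 0.34 (SD, n = 3) in DMSO 0.6%, a difference of -0.01 log2 with a 95% confidence interval of -0.44 to 0.43 (exact two-sided permutation test, p = 0.9). The other differed by -0.09 log2 (-0.57 to 0.40, exact two-sided permutation test, p = 0.7). The brighter probe set was at 0.19 log2 without the DMSO array of replicate 3 and 0.05 without the Bf array of replicate 2, and the other at 0.08 without the Bf array of replicate 3 and 0.05 without the DMSO array of replicate 1. Changes of the later time points were not analysed here.

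Of 23 measured genes of bilirubin transport and metabolism, ABCC1 among them, 0 were higher and 0 lower at an adjusted p under 0.10 from limma, 0 also when adjusted over the list alone, and the median was 0.02 log2. ALB, the albumin that carries bilirubin in plasma, differed by 0.14 log2 (95% confidence interval -0.06 to 0.34), the organic anion transporter SLCO2B1 by -0.10 (-0.30 to 0.10), CYP2A6 by -0.11 (-0.36 to 0.13) and the transporter ABCC5 by -0.11 (-0.44 to 0.21). The mean levels of ALB, SLCO2B1, CYP2A6 and ABCC5 ranked at percentiles 6.6, 35.7, 55.9 and 67.0 of all probe sets. Without a filter on Present calls, measured genes may include some that these cells do not express, and this was not tested.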

## Conclusion

In summary, the present study shows for the first time that intracellular accumulation of UCB in surviving neuroblastoma SH-SY5Y cell line provokes ER stress.

## Methods

### Chemicals

UCB was purchased from Sigma (St. Louis, MO, USA) and purified as described by McDonagh and Assisi [59]. UCB was dissolved in 0.6% v/v of DMSO and diluted in 100 μL of complete medium supplemented with 15% Fetal Bovine Serum containing 54 μM albumin. Bf concentration was 140 nM, measured as described previously [60]. 3(4,5-dimethylthiazolyl-2)-2,5 diphenyl tetrazolium (MTT), HPLC-grade dimethyl sulfoxide (DMSO), and all other chemicals were purchased from Sigma, unless otherwise specified.

### Experimental treatment of SH-SY5Y cell line

SH-SY5Y human neuroblastoma cells (ATCC CRL-2266) were cultured in a humidified incubator at 37°C and 5% CO2 in F12-EMEM (1:1) containing 15% foetal bovine serum (FBS), 2 mM L-glutamine, 25 μg/mL gentamicin, 100 U/ml penicillin, and 100 μg/mL streptomycin at 37°C with 5% CO_2_. Cells were seeded at 6 × 10^6 ^cells in 75 cm^2 ^flasks and grown for 24 h (cells reached 70-80% confluence). The medium was then replaced with experimental medium, which was either free medium (untreated samples) or 140 nM Bf medium (Bf 140 nM samples), or 0.6% DMSO medium (DMSO 0.6% samples) and cells were allowed to grow. After 1, 4 and 24 h cells were collected and processed for cell viability (MTT cell viability assay), microarray, quantitative RT-PCR and immunofluorescence analyses. Separate flasks of cells were used for each of the treatments and assays. Experiments were performed at least in three independent biological replicates at all time points.

### MTT cell viability assay

Cells were treated as described above and the MTT cell viability assay was performed as previously described by Denizot and Lang [61]. Absorbance was measured at 562 nm using a microtiter plate reader (LC 400, Beckman Coulter, Milan, Italy). Cell viability of UCB treated samples was expressed as a percentage of the respective samples treated with DMSO alone.

### RNA extraction and quantitative RT-PCR (qRT-PCR)

Total RNA was isolated using the TRIzol reagent (Invitrogen) following the manufacturer's instructions. Single strand cDNA was obtained from 1 μg of purified RNA using the iSCRIPT™ cDNA Synthesis Kit (Bio-Rad) according to manufacturer's instructions. Quantitative RT-PCR was performed using SYBR-Green PCR Master Mix (Applied Biosystem) and an iCycler IQ Real Time PCR System (Bio-Rad). Sequence of gene specific primers used for qRT-PCR is provided in Table 5. Expression of the gene of interest was normalized to house keeping genes (glyceraldehyde-3-phosphate dehydrogenase or *GAPDH *and *β-actin*) and the initial amount of the template of each sample was determined as relative expression versus one of the samples chosen as reference. The relative expression of each sample was calculated by the formula 2 exp^-ΔΔCt ^(User Bulletin 2 of the ABI Prism 7700 Sequence Detection System). *GAPDH *and *β-actin *expressions are not modified under the present experimental conditions (data not shown). *XBP1 *splicing was studied using reverse transcriptase-polymerase chain reaction. cDNA was synthesized as herein reported. Human *XBP1 *primers (forward: 5'-AAACAGAGTAGCAGCTCAGACTGC-3'; reverse: 5'-TCCTTCTGGGTAGACCTCTGGG AG-3') were designed to generate cDNA products encompassing the IRE1 cleavage site as previously described [28]. The unspliced (uXBP1) and spliced (sXBP1) mRNAs generate 473- and 447-bp cDNA products, respectively. The amplified products were separated on a 2% agarose gel and visualized with ethidium bromide staining.

**Table 5:** Primer sequences used for qRT-PCR.

Gene name	Forward	Reverse
*DDIT3*	5'-CACTCTCCAGATTCCAGTCAG-3'	5'-AGCCGTTCATTCTCTTCAGC-3'

*HSPA5*	5'-GCACAGACAGATTGACCTATTG-3'	5'-GTAGCACAGGAGCAC-3'

*HERPUD1*	5'-CTAGATGGCGAGCAGACC-3'	5'-GAGTCAGGTGATCCAGTCC-3'

*XBP1*	5'-ATGGATTCTGGCGGTATTG-3'	5'-CTGGGTCCTTCTGGGTAG-3'

*TRIB3*	5'-CGTGATCTCAAGCTGTGTCG-3'	5'-GAGTCCTCCAGGTTCTCC-3'

*FAM129A*	5'-CCAGGAGTCAGAGGAAGAGAAG-3'	5'-GTTGCCACAGGATTCACCAC-3'

*SLC7A11*	5'-GGTGGTGTGTTTGCTGTC-3'	5'-GCTGGTAGAGGAGTGTGC-3'

*β-ACTIN*	5'-CGCCGCCAGCTCACCATG-3'	5'-CACGATGGAGGGGAAGACGG-3'

*GAPDH*	5'-TCTCTGCTCCTCCTGTTC-3'	5'-GCCCAATACGACCAAATCC-3'

### Microarray processing and data analysis

Total RNA was extracted as described above and purified using the RNeasy mini kit (Qiagen). The quality of total RNA was assessed using a bioanalyzer (Agilent 2100; Agilent Technologies) and RNA was quantified by using a ND-1000 Nanodrop spectrophotometer. Ten μg of each total RNA sample was labelled according to the standard one-cycle amplification and labelling protocol developed by Affymetrix (Santa Clara, CA). Labelled cRNA was hybridized on Affymetrix GeneChip Human U133A 2.0 Arrays containing over 14,500 transcripts. Hybridized GeneChips were stained, washed (GeneChip Fluidic Station 450) and scanned (GeneChip Scanner 3000 7G). Cell intensity values and probe detection calls were computed from the raw array data using the Affymetrix GeneChip Operating Software (GCOS). Further data processing was performed in the R computing environment http://www.r-project.org/, version R 2.5.0 for Windows) using packages from the BioConductor software project http://www.bioconductor.org/. Variance-stabilizing normalization was applied [62], using the "justvsn" function from the "vsn" library. Normalized data were then filtered based on the Affymetrix detection call, so that only probes that had a Present call in at least one of the arrays were retained [63]. Data were then imported in the MultiExperiment Viewer (MeV) software [64] (version 4.0.01 for Windows XP), and statistical analysis was performed with the SAM (Significance Analysis of Microarrays) module [65,66]. A False Discovery Rate (FDR) of about 10% (i.e. 9.317%) was applied to detect significantly differentially expressed genes. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) with Accession Number GSE16768. Differentially expressed genes were then specifically examined, based on their Gene Ontology annotation [67], for their cellular localization and for their involvement in some biological processes of interest. GO slim annotations were based on the Generic GO Term Mapper http://go.princeton.edu/cgi-bin/GOTermMapper using the Gene Association File goa_human_hgnc (Generic GO slim).

### Immunocytochemistry

For immunofluorescence experiments, SH-SY5Y cells were cultured on glass slides overnight, fixed in 4% paraformaldehyde for 10 minutes, washed with PBS two times, treated with 0.1 M glycine for 5 minutes in PBS and permeabilized with 0.1% Triton X-100 in PBS for additional 5 minutes. After washing with PBS and blocking with 0.2% BSA in PBS, cells were incubated with the anti-CHOP 1:100 (Santa Cruz Biotechnology) diluted in 0.2% BSA in PBS for 90 minutes at room temperature. After washing, cells were incubated with AlexaFluor 594 (Dako Cytomation)-labelled anti-mouse secondary antibody for 1 h. For nuclear staining, cells were incubated with 1 μg/mL DAPI for 5 minutes. Cells were washed and mounted with Vectashield mounting medium (Vector). Images were collected using a confocal microscope (LEICA TCS SP2).

## Authors' contributions

RC performed data analysis, assisted with the generation of microarray data, validated targets by qRT-PCR, wrote and revised the manuscript. CB and PG performed the cell culture and the MTT assays. PR performed the bioinformatic and statistical analysis of the microarray experiments. RF performed some qRT-PCR experiments. HK produced the microarray data at the CBM Genomics unit (Trieste, Italy). SG conceived, designed and wrote the paper. CT and SG provided support, direction and oversight of the experiments and revised the final manuscript. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Table S1:** Differentially expressed genes in response to 24 h of UCB treatment at Bf 140 nM in SH-SY5Y cells. Affymetrix Probe Set IDs, gene names and symbols and fold changes (FC) are indicated. Click here for file

Additional file 2 **Table S2**. Identification of the GO cellular components categories of differentially expressed genes in response to UCB-treatment in SH-SY5Y cells (GO slim annotation as reported in Table 1). Click here for file

## References

[B1] OstrowJDMukerjeePTiribelliCStructure and binding of unconjugated bilirubin: relevance for physiological and pathophysiological functionJ Lipid Res199435171517377852850

[B2] GourleyGRBilirubin metabolism and kernicterusAdv Pediatr1997441732299265971

[B3] CashoreWJThe neurotoxicity of bilirubinClin Perinatol1990174374482196139

[B4] SeppenJBosmaPJGoldhoornBGBakkerCTChowdhuryJRChowdhuryNRJansenPLOude ElferinkRPDiscrimination between Crigler-Najjar type I and II by expression of mutant bilirubin uridine diphosphate-glucuronosyltransferaseJ Clin Invest1994942385239110.1172/JCI1176047989595PMC330068

[B5] RogerCKozielVVertPNehligAEffects of bilirubin infusion on local cerebral glucose utilization in the immature ratDev Brain Res19937611513010.1016/0165-3806(93)90129-X8306423

[B6] KeshavanPSchwembergerSJSmithDLBabcockGFZuckerSDUnconjugated bilirubin induces apoptosis in colon cancer cells by triggering mitochondrial depolarizationInt J Cancer200411243344510.1002/ijc.2041815382069

[B7] KashiwamataSAonoSSembaRKCharacteristic changes of cerebellar proteins associated with cerebellar hypoplasia in jaundiced Gunn rat and the prevention of these by phototherapyExperientia1980361143114410.1007/BF019760897418786

[B8] HoffmanDJZanelliSAKubinJMishraOPDelivoria-PapadopoulosMThe in vivo effect of bilirubin on the *N*-methyl-D-aspartate receptor/ion channel complex in the brains of newborn pigletsPediatr Res19964080480810.1203/00006450-199612000-000058947954

[B9] OchoaELWennbergRPAnYTandonTTakashimaTNguyenTChuiAInteractions of bilirubin with isolated presynaptic nerve terminals: functional effects on the uptake and release of neurotransmittersCell Mol Neurobiol199313698610.1007/BF007129908096165PMC11566801

[B10] NotterMFDKendigJWDifferential sensitivity of neural cells to bilirubin toxicityExp Neurol19869467068210.1016/0014-4886(86)90246-33780913

[B11] RonDWalterPSignal integration in the endoplasmic reticulum unfolded protein responseNat Rev Mol Cell Biol2007851952910.1038/nrm219917565364

[B12] KaufmanRJOrchestrating the unfolded protein response in health and diseaseJ Clin Invest20021101389981243843410.1172/JCI16886PMC151822

[B13] SchröderMKaufmanRJThe mammalian unfolded protein responseAnnu Rev Biochem2005747398910.1146/annurev.biochem.73.011303.07413415952902

[B14] ScheperWHoozemansJJEndoplasmic reticulum protein quality control in neurodegenerative disease: the good, the bad and the therapyCurr Med Chem20091661562610.2174/09298670978745850619199926

[B15] CalligarisSDBellarosaCGiraudiPWennbergRPOstrowJDTiribelliCCytotoxicity is predicted by unbound and not total bilirubin concentrationPediatr Res20076257658010.1203/PDR.0b013e3181568c9418049372

[B16] CorichLArandaACarrassaLBellarosaCOstrowJDTiribelliCThe cytotoxic effect of unconjugated bilirubin in human neuroblastoma SH-SY5Y cells is modulated by the expression level of MRP1 but not MDR1Biochem J200941730531210.1042/BJ2008091818713069

[B17] BertolottiAZhangYHendershotLMHardingHPRonDDynamic interaction of BiP and ER stress transducers in the unfolded-protein responseNat Cell Biol2000232633210.1038/3501401410854322

[B18] UshiodaRHosekiJArakiKJansenGThomasDYNagataKERdj5 is required as a disulfide reductase for degradation of misfolded proteins in the ERScience200832156957210.1126/science.115929318653895

[B19] EllgaardLHeleniusAQuality control in the endoplasmic reticulumNat Rev Mol Cell Biol2003418119110.1038/nrm105212612637

[B20] HoriOMiyazakiMTamataniTOzawaKTakanoKOkabeMIkawaMHartmannEMaiPSternDMKitaoYOgawaSDeletion of SERP1/RAMP4, a component of the endoplasmic reticulum (ER) translocation sites, leads to ER stressMol Cell Biol2006264257426710.1128/MCB.02055-0516705175PMC1489087

[B21] KokameKAgarwalaKLKatoHMiyataTHerp, a new ubiquitin-like membrane protein induced by endoplasmic reticulum stressJ Biol Chem2000275328463285310.1074/jbc.M00206320010922362

[B22] OdaYHosokawaNWadaINagataKEDEM as an acceptor of terminally misfolded glycoproteins released from calnexinScience20032991394139710.1126/science.107918112610305

[B23] NeuberOJaroschEVolkweinCWalterJSommerTUbx2 links the Cdc48 complex to ER-associated protein degradationNat Cell Biol2005799399810.1038/ncb129816179953

[B24] OdaYOkadaTYoshidaHKaufmanRJNagataKMoriKDerlin-2 and Derlin-3 are regulated by the mammalian unfolded protein response and are required for ER-associated degradationJ Cell Biol200617238339310.1083/jcb.20050705716449189PMC2063648

[B25] WangXZLawsonBBrewerJWZinsznerHSanjayAMiLJBoorsteinRKreibichGHendershotLMRonDSignals from the stressed endoplasmic reticulum induce C/EBP-homologous protein (CHOP/GADD153)Mol Cell Biol19961642734280875482810.1128/mcb.16.8.4273PMC231426

[B26] FriedmanADGADD153/CHOP, a DNA damage-inducible protein, reduced CAAT/enhancer binding protein activities and increased apoptosis in 32D c13 myeloid cellsCancer Res199656325032568764117

[B27] OyadomariSMoriMRoles of CHOP/GADD153 in endoplasmic reticulum stressCell Death Differ20041138138910.1038/sj.cdd.440137314685163

[B28] CalfonMZengHUranoFTillJHHubbardSRHardingHPClarkSGRonDIRE1 couples endoplasmic reticulum load to secretory capacity by processing the XBP-1 mRNANature2002415929610.1038/415092a11780124

[B29] LeeAHIwakoshiNNGlimcherLHXBP-1 regulates a subset of endoplasmic reticulum resident chaperone genes in the unfolded protein responseMol Cell Biol2003237448745910.1128/MCB.23.21.7448-7459.200314559994PMC207643

[B30] OhokaNYoshiiSHattoriTOnozakiKHayashiHTRB3, a novel ER stress-inducible gene, is induced via ATF4-CHOP pathway and is involved in cell deathEMBO J2005241243125510.1038/sj.emboj.760059615775988PMC556400

[B31] OkadaTYoshidaHAkazawaRNegishiMMoriKDistinct roles of ATF6 and PERK in transcription during the mammalian unfolded protein responseBiochem J200236658559410.1042/BJ2002039112014989PMC1222788

[B32] SunGDKobayashiTAbeMTadaNAdachiHShiotaATotsukaYHinoOThe endoplasmic reticulum stress-inducible protein Niban regulates eIF2alpha and S6K1/4E-BP1 phosphorylationBiochem Biophys Res Commun200736018118710.1016/j.bbrc.2007.06.02117588536

[B33] KimballSRDoANKutzlerLCavenerDRJeffersonLSRapid turnover of the mTOR complex 1 (mTORC1) repressor REDD1 and activation of mTORC1 signalling following inhibition of protein synthesisJ Biol Chem20082833465347510.1074/jbc.M70664320018070882PMC2654224

[B34] GengJKlionskyDJThe Atg8 and Atg12 ubiquitin-like conjugation systems in macroautophagyEMBO Rep2008985986410.1038/embor.2008.16318704115PMC2529362

[B35] Proikas-CezanneTWaddellSGaugelAFrickeyTLupasANordheimAWIPI-1alpha (WIPI49), a member of the novel 7-bladed WIPI protein family, is aberrantly expressed in human cancer and is linked to starvation-induced autophagyOncogene2004239314932510.1038/sj.onc.120833115602573

[B36] SatoHTambaMIshiiTBannaiSCloning and expression of a plasma membrane cystine/glutamate exchange transporter composed of two distinct proteinsJ Biol Chem274114551145810.1074/jbc.274.17.1145510206947

[B37] NicklinPBergmanPZhangBTriantafellowEWangHNyfelerBYangHHildMKungCWilsonCMyerVEMacKeiganJPPorterJAWangYKCantleyLCFinanPMMurphyLOBidirectional transport of amino acids regulates mTOR and autophagyCell200913652153410.1016/j.cell.2008.11.04419203585PMC3733119

[B38] GourleyGRBilirubin metabolism and kernicterusAdv Pediatr1997441732299265971

[B39] ZuckerSDGoesslingWHoppinAGUnconjugated bilirubin exhibits spontaneous diffusion through model lipid bilayers and native hepatocyte membranesJ Biol Chem1999274108521086210.1074/jbc.274.16.1085210196162

[B40] RodriguesCMSolaSBritesDBilirubin induces apoptosis via the mitochondrial pathway in developing rat brain neuronsHepatology2002351186119510.1053/jhep.2002.3296711981769

[B41] GennusoFFernettiCTiroloCTestaNL'EpiscopoFCanigliaSMoraleMCOstrowJDPascoloLTiribelliCMarchettiBBilirubin protects astrocytes from its own toxicity by inducing up-regulation and translocation of multidrug resistance-associated protein 1 (Mrp1)Proc Natl Acad Sci USA20041012470247510.1073/pnas.030845210014983033PMC356974

[B42] OstrowJDPascoloLBritesDTiribelliCMolecular basis of bilirubin-induced neurotoxicityTrends Mol Med200410657010.1016/j.molmed.2003.12.00315102359

[B43] OakesGHBendJREarly steps in bilirubin-mediated apoptosis in murine hepatoma (Hepa 1c1c7) cells are characterized by aryl hydrocarbon receptor-independent oxidative stress and activation of the mitochondrial pathwayJ Biochem Mol Toxicol2005192445510.1002/jbt.2008616173058

[B44] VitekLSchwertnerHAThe heme catabolic pathway and its protective effects on oxidative stress-mediated diseasesAdv Clin Chem200743157full_text1724937910.1016/s0065-2423(06)43001-8

[B45] KumarSGuhaMChoubeyVMaityPSrivastavaKPuriSKBandyopadhyayUBilirubin inhibits Plasmodium falciparum growth through the generation of reactive oxygen speciesFree Radic Biol Med20084460261310.1016/j.freeradbiomed.2007.10.05718070610

[B46] SeubertJMDarmonAJEl-KadiAOD'SouzaSJBendJRApoptosis in murine hepatoma hepa 1c1c7 wild-type, C12, and C4 cells mediated by bilirubinMol Pharmacol20026225726410.1124/mol.62.2.25712130676

[B47] CesarattoLCalligarisSDVascottoCDeganutoMBellarosaCQuadrifoglioFOstrowJDTiribelliCTellGBilirubin-induced cell toxicity involves PTEN activation through an APE1/Ref-1-dependent pathwayJ Mol Med200785109911210.1007/s00109-007-0204-317479230

[B48] OllingerRBilbanMEratAFroioAMcDaidJTyagiSCsizmadiaEGraça-SouzaAVLiloiaASoaresMPOtterbeinLEUshevaAYamashitaKBachFHBilirubin: a natural inhibitor of vascular smooth muscle cell proliferationCirculation20051121030103910.1161/CIRCULATIONAHA.104.52880216087796

[B49] OllingerRKoglerPTroppmairJHermannMWurmMDrascheAKönigsrainerIAmbergerAWeissHOfnerDBachFHMargreiterBilirubin inhibits tumor cell growth via activation of ERKCell Cycle20076307830851807353310.4161/cc.6.24.5022

[B50] NguyenNBonzoJAChenSChouinardSKelnerMJHardimanGBélangerATukeyRHDisruption of the ugt1 locus in mice resembles human Crigler-Najjar type I diseaseJ Biol Chem20082837901791110.1074/jbc.M70924420018180294

[B51] SilvaRFRodriguesCMBritesDBilirubin-induced apoptosis in cultured rat neural cells is aggravated by chenodeoxycholic acid but prevented by ursodeoxycholic acidJ Hepatol20013440240810.1016/S0168-8278(01)00015-011322201

[B52] HanZHuPNiDBilirubin induced apoptosis of human neuroblastoma cell line SH-SY5Y and affected the mitochondrial membrane potentialZhonghua Er Bi Yan Hou Ke Za Zhi20023724324612772405

[B53] PaschenWMengesdorfTEndoplasmic reticulum stress response and neurodegenerationCell Calcium20053840941510.1016/j.ceca.2005.06.01916087231

[B54] VembarSSBrodskyJLOne step at a time: endoplasmic reticulum-associated degradationNat Rev Mol Cell Biol2008994495710.1038/nrm254619002207PMC2654601

[B55] MatusSLisbonaFTorresMLeónCThielenPHetzCThe stress rheostat: an interplay between the unfolded protein response (UPR) and autophagy in neurodegenerationCurr Mol Med2008815717210.2174/15665240878422132418473817

[B56] RubinszteinDCThe roles of intracellular protein-degradation pathways in neurodegenerationNature200644378078610.1038/nature0529117051204

[B57] SedlakTWSalehMHigginsonDSPaulBDJuluriKRSnyderSHBilirubin and glutathione have complementary antioxidant and cytoprotective rolesProc Natl Acad Sci USA20091065171517610.1073/pnas.081313210619286972PMC2664041

[B58] SavaskanNEHeckelAHahnenEEngelhornTDoerflerAGanslandtONimskyCBuchfelderMEyüpogluIYSmall interfering RNA-mediated xCT silencing in gliomas inhibits neurodegeneration and alleviates brain edemaNat Med20081462963210.1038/nm177218469825

[B59] McDonaghAFAssisiFThe ready isomerization of bilirubin IX- in aqueous solutionBiochem J1972129797800465900110.1042/bj1290797PMC1174183

[B60] RocaLCalligarisSWennbergRPAhlforsCEMalikSGOstrowJDTiribelliCFactors affecting the binding of bilirubin to serum albumins: validation and application of the peroxidase methodPediatr Res20066072472810.1203/01.pdr.0000245992.89965.9417065581

[B61] DenizotFLangRRapid colorimetric assay for cell growth and survival. Modifications to the tetrazolium dye procedure giving improved sensitivity and reliabilityJ Immunol Methods19868927127710.1016/0022-1759(86)90368-63486233

[B62] HuberWVon HeydebreckASültmannHPoustkaAVingronMVariance stabilization applied to microarray data calibration and to the quantification of differential expressionBioinformatics200218S96S1041216953610.1093/bioinformatics/18.suppl_1.s96

[B63] McClintickJNEdenbergHJEffects of filtering by Present call on analysis of microarray experimentsBMC Bioinformatics200674910.1186/1471-2105-7-4916448562PMC1409797

[B64] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMSturnASnuffinMRezantsevAPopovDRyltsovAKostukovichEBorisovskyILiuZVinsavichATrushVQuackenbushJTM4: a free, open-source system for microarray data management and analysisBiotechniques2003343743781261325910.2144/03342mt01

[B65] TusherVGTibshiraniRChuGSignificance analysis of microarrays applied to the ionizing radiation responseProc Natl Acad Sci USA2001985116512110.1073/pnas.09106249811309499PMC33173

[B66] ChuVTGottardoRRafteryAEBumgarnerREYeungKYMeV+R: using MeV as a graphical user interface for Bioconductor applications in microarray analysisGenome Biol20089R11810.1186/gb-2008-9-7-r11818652698PMC2530872

[B67] AshburnerMBallCABlakeJABotsteinDButlerHCherryJMDavisAPDolinskiKDwightSSEppigJTHarrisMAHillDPIssel-TarverLKasarskisALewisSMateseJCRichardsonJERingwaldMRubinGMSherlockGGene ontology: tool for the unification of biology. The Gene Ontology ConsortiumNat Genet200025252910.1038/7555610802651PMC3037419

How the deposited data were processed for this re-analysis (not part of the article)

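The measurements are those of 6 Affymetrix GeneChip arrays of SH-SY5Y cells after 1 h, 3 treated with Bf 140 nM and 3 with DMSO 0.6%. The sources give the replicates as biological. The replicate number at the end of each sample's title was used, and a further number in the descriptions, 3, 5 or 6, follows the same order in both groups. Arrays of the later time points were not analysed here.

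The authors took cell intensities from GCOS, normalized by VSN with Bioconductor in R 2.5.0 and deposited log2 values, 1 column per array. Which arrays were normalized together, and how probes were summarized into probe sets, is not given in the sources used here. That the deposited log2 values are to base 2 was taken from the VSN method and the span of the values. The step up to the brightest added hybridization control was smaller than a log2 scale gives on each array. Other steps were larger on some arrays, so the base is not settled by these controls. On natural logs each fold would be larger, and 3 probe sets in place of 1 would exceed 1.5-fold. The values used here hold all probe sets of the array, so the Present-call filter of the methods was not part of them and could not be repeated. No genome build is named, and no coordinates are given. Gene names came from the platform annotation, with 19064 probe sets of 1 symbol, 1043 of several and 2108 of none. These were checked against a table of the GRCh38.p14 assembly used for names only, and 0 symbols needed an update. They name 11963 genes, and 572 of the 645 list entries were found on a probe set with 1 symbol.

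All fits used limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the 22215 probe sets left after 62 controls, no filter, and Benjamini-Hochberg adjustment. Probe sets passed at an adjusted p under 0.10. SAM, written anew after its published description and tested on simulated data, took all 20 label permutations unpaired and 8 paired. Lists of genes used the brightest probe set of each gene and camera at a preset correlation of 0.01, with adjustment over 28 lists, 22 of genes and 6 sections of the paper's tables, and lists passed at an adjusted p under 0.05. The direction from camera did not always have the sign of the list median. It was lower with a positive median for the heat shock, apoptosis, sterol, hypoxia and noradrenergic lists, and higher with a negative median for the p53 list. Permutation tests of single probe sets were exact and two-sided, with 0.1 as the smallest p, and correlations took 1e+05 permutations.

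The replicate numbers pair the samples by a check on the values. The deviations of same-numbered arrays from their group means correlated at 0.725, 0.783 and 0.880. Both group means hold a replicate 3 array that stood apart, so 0.725 and 0.783 alone do not decide the pairing of replicates 1 and 2. The highest correlation of each array's values was with the other array of its number, at 0.9964, 0.9979 and 0.9954 for replicates 1, 2 and 3. The sources do not say that a number marks a shared day or batch. The analysis without the block was kept as the leading one, because the study's methods name no pairing, and the block was an alternative.

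The lists, the tests and the rule for naming genes were set before the data were examined. The rule took the genes the paper names for these arrays or for qRT-PCR, the 10 probe sets with the smallest p among positive and the 10 among negative differences, and up to 4 members with the smallest p in each list described. The paper's 24 h values had been seen when the rule was written. The lists were immediate early genes, both branches of the unfolded protein response, NRF2 and oxidative stress, cytosolic heat shock response, p53 targets, apoptosis regulators, NF-kB and inflammatory genes, bilirubin transport and metabolism, aryl hydrocarbon receptor targets, sterol synthesis, hypoxia and glycolysis, oxidative phosphorylation, both cell cycle lists, cytosolic ribosomal proteins, noradrenergic identity, mesenchymal cells, autophagy and lysosome, amino acid transporters, glutathione, and reference genes.

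The alternatives were the replicate block, quantile normalization, equal array medians, filters at the median and the lower quartile of the mean level, eBayes with trend and robust settings, array weights, leaving out each array, adjusted p thresholds of 0.05 and 0.2, SAM, an estimated correlation, fry, and the mean of all probe sets of a gene. Leaving out both replicate 3 arrays, the 3′ bias of actin as a covariate, folds added to the measured arrays, the values read as natural logs and the intervals against the 24 h folds were chosen after seeing the data. Power was tested on simulated data for 200 of 22215 probe sets. In simulated arrays without replicate effects the replicate block recovered 0, 0 and 166 at 1.5, 2 and 4-fold. In simulated arrays with replicate effects the analysis without a block recovered 0, 104 and 181, and the block 75, 179 and 200. The paper's 24 h folds were put on the probe sets of Table S1 in simulated arrays without replicate effects and in the measured arrays. They were not tested in simulated arrays with replicate effects.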

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

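Of the alternatives given here, the removal of both replicate 3 arrays, the actin covariate, the folds added to the measured arrays and the intervals were chosen after the data were seen. The count of 0 probe sets past the threshold was the same under the replicate block, both scalings, both filters, the trend and robust setting, array weights, thresholds of 0.05 and 0.2, SAM, each array left out, and the actin covariate. It was 25 when both replicate 3 arrays were removed and the replicate block was kept, and 0 when they were removed without the block. The count of 0 among the qRT-PCR genes was 0 under every alternative run. Over all 6 arrays the replicate block moved the number of shifted lists from 0 to 1, changed no other call of a probe set or list, and left the Table S1 shift at -0.02 log2. With an estimated correlation 0 lists shifted, with or without the block. The block moved the number of Table S1 intervals that exclude the 24 h fold from 243 to 258. Where a value below changed sign, no probe set passed in either case, and the cause was not tested. Recovery of known folds was tested only at 3 arrays per group. How far the low signal over background of dim probe sets limits what could be called was not tested. At 1.5-fold, limma without the block recovered 0 of 200 probe sets with folds added to the measured arrays. With the block it recovered 197 of these, and 75 and 0 in simulated arrays with and without replicate effects. Array weights were estimated with a warning on convergence.

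The number of lists that shifted was 2 with the filter at the median, 1 with the filter at the lower quartile, 5 with array weights, 2 with both replicate 3 arrays removed, with or without the replicate block, and 1 with the actin covariate. With 1 array left out it ranged from 0 to 6. It was 1 without the Bf array of replicate 1, 3 without that of replicate 2 and 0 without that of replicate 3, and 6, 3 and 3 without the DMSO arrays of replicates 1, 2 and 3.

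The Table S1 shift was -0.013 log2 under quantile normalization, -0.016 with the filter at the median, -0.021 with array weights, -0.022 with an estimated correlation, and -0.015 with the actin covariate, each without passing, and fry, which tests the list against no change and not against the other probe sets, did not call it. It was 0.0097 with both replicate 3 arrays removed, with or without the replicate block. With 1 array left out it ranged from -0.073 to 0.027. The correlation with the 24 h folds was 0.0094 with the actin covariate and ranged from -0.11 to 0.080 with 1 array left out. The mean of the immediate early genes minus the others ranged from -0.17 to 0.034.

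The brighter ABCC1 probe set was at 0.014 under quantile normalization, 0.073 with array weights, 0.15 with both replicate 3 arrays removed, with or without the replicate block, and 0.016 with the actin covariate, and ranged from -0.15 to 0.19 with 1 array left out. The other ABCC1 probe set ranged from -0.24 to 0.075. Under quantile normalization the SLC7A11 probe set outside Table S1 was at -0.014. With equal array medians XBP1 was at -0.015, the SLC7A11 probe set outside Table S1 at -0.0066 and the FAM129A probe set of the higher 24 h fold at -0.0087. With array weights XBP1 was at -0.090, the first ACTB probe set, that with the difference of 0.09, at -0.025, the SLC7A11 probe set outside Table S1 at -0.062, the SLC7A11 probe set with the difference of -0.01 at 0.18, HSPA5 at -0.054, the GAPDH probe set with the difference of -0.00 at 0.035 and the FAM129A probe set of the lower 24 h fold at 0.013. With both replicate 3 arrays removed, with or without the replicate block, the ACTB probe sets were at -0.052 and -0.015, the SLC7A11 probe set with the difference of -0.01 at 0.11, HERPUD1 at 0.064, the FAM129A probe set of the lower fold at 0.033 and TRIB3 at 0.011. With the actin covariate the SLC7A11 probe set outside Table S1 was at -0.0068, that with the difference of -0.01 at 0.026 and the FAM129A probe set of the lower fold at 0.0047.

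With 1 array left out, DDIT3 ranged from 0.077 to 0.20, XBP1 from -0.19 to 0.11, HSPA5 from -0.12 to 0.14, HERPUD1 from -0.12 to 0.11 and TRIB3 from -0.12 to 0.094. The FAM129A probe set of the lower fold ranged from -0.13 to 0.12 and that of the higher fold from -0.36 to 0.39. The SLC7A11 probe set outside Table S1 ranged from -0.10 to 0.17, that with the difference of -0.01 from -0.19 to 0.28 and that with the difference of 0.03 from -0.0055 to 0.064. The ACTB probe sets ranged from -0.17 to 0.26 and from -0.13 to 0.26, and the GAPDH probe sets with the differences of 0.03 and -0.00 from -0.0097 to 0.065 and from -0.039 to 0.066.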

Other observations

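The tests of the added controls, of the removal of both replicate 3 arrays, of the actin covariate and of other groupings of the arrays were chosen after the results were seen, and so was the margin asked of the bound for pairs 1 and 3. Cell identity, metabolism and growth genes also did not pass the test between Bf 140 nM and DMSO 0.6% at 1 h, with 0 genes past the threshold in each list and 0 when adjusted over the list alone. The median difference was 0.01 log2 over 26 genes of noradrenergic neuroblastoma identity, with SOX11 at 0.14, and -0.01 over 26 genes of mesenchymal, substrate-adherent cells, with LGALS1 at 0.12. It was 0.01 over 21 genes of sterol synthesis, with INSIG1 at -0.18, 0.01 over 29 genes of hypoxia and glycolysis, with PFKFB4 at 0.13, and 0.01 over 42 nuclear genes of oxidative phosphorylation, with NDUFA2 at 0.16. The medians were -0.01 over 27 genes of G1 and S phase, with MSH6 at -0.09, -0.01 over 30 genes of G2 and M phase, with BIRC5 at -0.19, and 0.02 over 38 cytosolic ribosomal proteins, with RPL6 at -0.08. For 27 genes of autophagy and the lysosome the median was 0.02, with GLA at 0.09, for 20 amino acid transporters -0.00, with SLC7A5 at -0.14, and for 24 genes of glutathione synthesis and use 0.03, with CHAC1 at 0.14. With single arrays left out, some of these lists passed by camera: G2 and M phase without the Bf array of replicate 1 or the DMSO array of replicate 2, G1 and S phase without the DMSO array of replicate 1, mesenchymal cells without the Bf array of replicate 2, oxidative phosphorylation without the Bf array of replicate 2 or the DMSO array of replicate 2 or 3, and ribosomal proteins without the DMSO array of replicate 2 or 3, with adjusted p values from 4.2e-08 to 0.036. With array weights the ribosomal (adjusted p = 1.5e-06), oxidative phosphorylation (0.00032) and mesenchymal (0.045) lists passed, and with both replicate 3 arrays removed oxidative phosphorylation did (0.014, and 0.049 with the replicate block). With an estimated correlation over all 6 arrays 0 lists passed. The list mean minus the others over all 6 arrays was -0.03 log2 for G2 and M phase, and -0.02 for G1 and S phase. It was -0.02 for mesenchymal cells, 0.002 for oxidative phosphorylation and 0.007 for ribosomal proteins. The directions with arrays left out or weighted are not given here.

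Of 11 aryl hydrocarbon receptor targets, 0 passed the test, and their median difference was 0.08 log2, with ALDH3A1 at 0.12 (95% confidence interval -0.07 to 0.31) and CYP1A1 at 0.08 (-0.17 to 0.33). The adjusted p of the list was 0.30 from camera and 0.996 with an estimated correlation. Of 11 reference genes 0 passed, with a median of -0.02 and a mean of 0.00 log2. GAPDH, which the qRT-PCR used as a reference, differed by 0.03, 0.05 and -0.00 log2 on its probe sets, and ACTB, the other reference, by 0.09 (95% confidence interval -0.50 to 0.69) and 0.10. The signs of the first and last GAPDH values and of both ACTB values turned when single arrays were left out.

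Both replicate 3 arrays stood apart from the other 4. The 3′ minus 5′ difference of the added bacterial controls, which enter with the RNA before labelling, was larger on them than on the other 4 by 0.926 log2, a value in line with 3′ bias that arose when the RNA was labelled. The same excess is 9.64 SDs of the other 4 arrays, which argues against degradation of cellular RNA before the controls were added as the whole cause. A higher share of mesenchymal cells was argued against by the median over 26 mesenchymal genes, -0.151 log2 in replicate 3 minus the others, where all genes had -0.05, and of its most abundant genes VIM had -0.44, LGALS1 -0.04 and TWIST1 0.21. The standard error of this median was about 0.11. The lowest genes were CCN1 at -1.60, IGFBP3 at -1.37 and COL3A1 at -1.04, and the highest was TWIST1. A lower share of mesenchymal cells was not tested. A difference between the cultures themselves stays open, and no other biological explanation was tested.

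The Bf minus DMSO differences of pairs 1 and 3 ran opposite, with a correlation of -0.34 across probe sets. The difference between replicates 3 and 2 correlated with pair 1 at 0.38 and with pair 3 at -0.31, and with this profile regressed out the correlation of the pairs was -0.257 (standard error 0.0064). This lies below the bound of -0.25 set beforehand by little more than that standard error, which takes probe sets as independent and is too small, so it argues only weakly against unequal 3′ bias in the arrays of a pair as the whole cause, and the opposite correlations and the move from -0.34 leave such bias open as part of it. After quantile normalization the correlation was -0.25 (standard error 0.0070), which leaves an intensity-dependent scale between the arrays open. No biological explanation was tested.

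The count of 0 probe sets could not be set against other groupings of the arrays. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05, and all 10 gave as many calls as the real one, with 0 calls in the real split and 0 in the highest of the others.

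With both replicate 3 arrays removed and the replicate number as a block, 25 probe sets passed, 19 higher and 6 lower, on 1 residual degree of freedom. They include EIF4B at 0.97 log2 and TRIM33, both named after their values were seen. In pair 3, 5 of the 25 had the same direction, and TRIM33 was at 0.52, 0.29 and 0.32 log2 in pairs 1, 2 and 3.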
